A study of Mus musculus with 8 samples.

How the data were processed

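T cells of the pancreas of NOD mice were measured in 8 single-cell libraries, 1 each from active and onset diabetes and 3 each from vehicle and PPCA treatment, harvested on days 2, 3 and 4. The days are those in the sample names, read as harvest days. The series description gives 1 to 3 days of daily treatment and the sample labels a harvest 1 day after the last of them. With a first treatment on day 1, harvests on days 2, 3 and 4 would follow 1, 2 and 3 days of treatment, but this match is not stated. Harvest day and number of treatments could then not be told apart. Per the labels, the cells were sorted, frozen and later processed together, and the libraries were made with a 10x Genomics single-cell 3′ kit. The labels do not state the number of mice per library. Per the file headers, the deposited matrices hold unnormalised counts of UMIs per gene and cell barcode, over 32285 features. The aligner settings, genome build and annotation are not given in the sources used here. The deposited table of marker genes by the authors gives, for 7 named clusters, an unadjusted and an adjusted p-value, a log2 fold change and the fraction of cells with each gene detected. The tool and the cells behind that table are not stated. The fraction of other cells with a gene was not used here. The table lists only genes with a log2 fold change of at least 0.25 detected in at least 10% of the cells of a cluster.

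The gates, gene lists, tests, named genes and most alternatives were chosen before the data were examined. Cells were kept with at least 500 detected genes and under 10% mitochondrial UMIs. Doublets were scored per library with the Scrublet implementation of scanpy 1.11.5, and the top-scoring 0.8% of barcodes per 1000 barcodes were removed. The threshold that Scrublet sets by itself marked 0 to 2 cells in 7 libraries and 525 in the PPCA library of day 4, and was not used. T cells had at least 2 UMIs over 6 T cell genes (Cd3d, Cd3e, Cd3g, Trac, Trbc1, Trbc2) and at most 1 UMI over 6 genes of B and myeloid cells. CD8-gated cells had at least 1 UMI of Cd8a or Cd8b1 and none of Cd4, and CD4-gated cells the reverse. Between 21.6% and 35.1% of the T cells of a library were in neither gate.

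Counts were summed per library over T, CD4-gated and CD8-gated cells and fitted with the quasi-likelihood method of edgeR 4.0.16 in R 4.3.3, with harvest day and treatment as factors, TMM scaling and the filterByExpr low-count filter. This left 2 residual degrees of freedom. P-values were adjusted by Benjamini and Hochberg with a threshold of 0.05. The day block was checked by correlating, across genes, the deviations of the vehicle and PPCA libraries of a day from the mean of their arm. The correlations were 0.207, 0.649 and 0.487 for days 2, 3 and 4 in T cells, so day pairs the libraries. The effect of leaving out the block (no replicate block) on the CD8-gated count was to lower it from 2 to 0. On simulated data with 2-fold changes in about 200 genes, the method recovered 69.2%, 70.8% and 77.2% of them in T, CD4-gated and CD8-gated cells, with 19, 7 and 13 false calls. In T and CD8-gated cells the false calls were a larger part of the calls than the threshold of 0.05. The simulated changes were the same on all days and each gene was drawn independently. The recovery therefore does not cover effects that change between days or variation shared by genes, as in these libraries.

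The 8 lists covered p53 targets (20 genes), the cell cycle (20), effector genes (13), checkpoint receptors and exhaustion (9), naive and memory genes (8), regulatory T cells (7), the interferon response (10, of which Mx1 was not analysed here) and dissociation and early response (10). A pancreas list of 12 exocrine and endocrine genes measured RNA of other cells. Lists were tested with camera, at a preset correlation of 0.01, and fry of limma 3.58.1, two-sided, adjusted over the 8 lists.

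Shares were compared by the mean difference over the 3 days with an exact two-sided sign-flip test, which cannot go below 0.25, and with exact Clopper-Pearson 95% intervals per library. For Foxp3 and cycling shares each cell was thinned to 2000 UMIs and shallower cells were left out. Clusters were Leiden clusters of scanpy at resolution 1, from 2000 variable genes, 30 principal components and 15 neighbours, without batch integration. The active and onset libraries, and the libraries of each day, were compared without a test, by log2 ratios of CPM (UMIs per 1000000 UMIs of a library), with counts under 3 raised to 3. The medians of lists in these pairs were over the members averaging at least 1 CPM in the 8 libraries. The correlations between days were over log2 ratios of TMM-scaled CPM with 0.5 added. Genes in these pairs were counted when at least 2-fold apart with at least 50 CPM in the higher library.

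The rule for named genes took list members past the threshold, Cdkn1a, Mdm2, Ccng1 and Mki67 in any case, the 5 highest and 5 lowest log2 fold changes past the threshold that moved the same way on all 3 days and averaged at least 10 CPM, the 5 highest and 5 lowest log2 ratios of active to onset, the sex-linked genes, Ins1, Ins2, Trp53 and Wee1. T cell receptor and immunoglobulin segment genes were counted and not named. The genes leading clusters were named after their values were seen.

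The alternatives chosen in advance were DESeq2 size factors, DESeq2 1.42.0, limma-voom, no low-count filter, no replicate block, at least 200 genes with under 20% mitochondrial UMIs, no doublet removal, leaving out each day pair in turn, classes from clusters, leaving out segment and pancreas genes, other gates and thinning depths, cluster resolutions of 0.5 and 2, and minimums of 20 and 100 CPM. A fit with sex as a further factor and clusters of genes standardised within each library were chosen after the data were seen. The sums per library held 33318022 to 57218955 UMIs in T cells, 12548805 to 24860567 in CD4-gated cells and 10046914 to 22177081 in CD8-gated cells. The active and onset libraries were left out of every fit because each is single.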

Results

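The data were 8 single-cell RNA-seq libraries of T cells sorted from the pancreas of NOD mice, a strain that develops autoimmune diabetes. Each library came from droplet capture and 3′ counting, in which a unique molecular identifier (UMI) marks each captured transcript. The labels give the sort as CD45+ CD3+ TCRβ+. One library came from mice with established disease (active diabetes, blood glucose above 600 mg/dl) and 1 from mice at disease onset (250 mg/dl). The other 6 were harvested on days 2, 3 and 4. On each of these days there was 1 library from mice given vehicle and 1 from mice given PPCA, a pair of drugs. PPCA joins nutlin-3 at 50 mg/kg, which blocks the p53 inhibitor MDM2, and MK-1775 at 25 mg/kg, which blocks the cell cycle kinase WEE1. The vehicle and PPCA groups therefore held 3 libraries each, and the active and onset groups 1 each. The stated purpose was to follow how daily treatment changes the subsets and the expression of T cells in the pancreas.

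The files held 80470 barcodes and 419420275 UMIs. The total was 54391910 UMIs in the active and 56919295 UMIs in the onset library. On days 2, 3 and 4 it was 36934580, 65376527 and 67603740 UMIs under vehicle and 41191688, 40014217 and 56988318 UMIs under PPCA. After filtering 70745 cells were kept, of which 70139 passed a T cell gate. The number of kept cells ran from 6202 (vehicle, day 2) to 11601 (PPCA, day 4). The kept cells of the active library had a median of 6474 UMIs, and those of the onset library 4957. The vehicle libraries had medians of 5137, 5441 and 4948 UMIs on days 2, 3 and 4, and the PPCA libraries 4147, 4629 and 3855. The PPCA median was lower on each of the 3 days, by a mean of -0.30 on the log2 scale. The exact two-sided sign-flip test of the 3 days gave p = 0.25, the smallest value that 3 days allow.

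Levels are given in CPM, the UMIs of a gene per 1000000 UMIs of the summed cells of a library. Sex-linked transcripts were read as a check of the labels, which describe every mouse as female. The noncoding RNA Xist, made from the inactive X chromosome, stood at 619 CPM in the active library, 600.2 CPM in the onset library, 537 CPM in the PPCA library of day 2 and 419 CPM in the vehicle library of day 4. In the other 4 libraries Xist was between 0.33 and 0.77 CPM. These were the vehicle libraries of days 2 and 3 and the PPCA libraries of days 3 and 4. In these 4 libraries the Y-linked Ddx3y, Eif2s3y, Kdm5d and Uty summed to 251, 186, 232 and 273 CPM respectively. The same 4 genes summed to at most 0.19 CPM in the Xist-positive libraries. The day 2 pair thus set a PPCA library without Y-linked transcripts against a vehicle library with them, the day 4 pair had the reverse, and both day 3 libraries carried them.

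**Figure D1:**
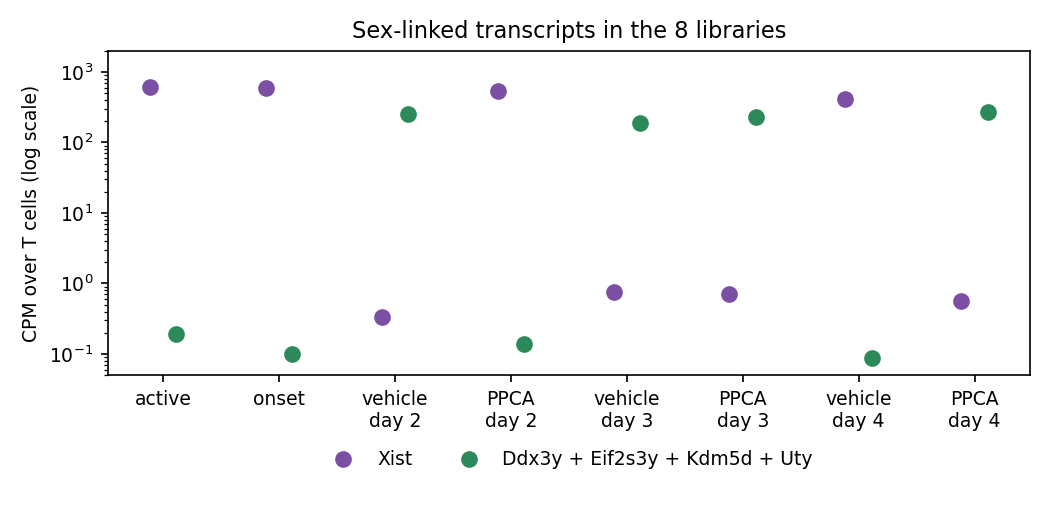
Summed CPM of Xist and of 4 Y-linked genes over the T cells of each of the 8 libraries, on a log axis with 1 point per library and gene set. The vehicle libraries of days 2 and 3 and the PPCA libraries of days 3 and 4 have Y-linked sums of 186 to 273 CPM and Xist below 1 CPM, and the other 4 have the reverse.

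The question of the treatment comparison is which genes PPCA changed in the pancreatic T cells. Counts were summed per library, so that each library was 1 replicate, and PPCA was compared with vehicle within harvest days. Each day has 1 library per arm. The residual spread therefore holds a change of the PPCA effect between days as well as the spread between animals, which cannot be separated here. The SDs over the 3 libraries of an arm likewise span the 3 days. Across all T cells edgeR's quasi-likelihood test called 0 of 13191 genes at an adjusted p under 0.05, and 1055 genes had an unadjusted p under 0.05. In CD4-gated cells it called 0 of 11606 genes, with 793 at an unadjusted p under 0.05. In CD8-gated cells it called 2 of 11603 genes, 1 higher and 1 lower, with 929 at an unadjusted p under 0.05. DESeq2 called 68, 34 and 41 genes in T, CD4-gated and CD8-gated cells, and limma-voom 0, 0 and 2. The alternative that moved the counts most among those planned was the fit without a low-count filter, which called 133, 218 and 203 genes. Without the harvest day as a block (no replicate block) the counts were 0, 0 and 0. The counts changed with the day left out. Without both day 4 libraries, with 1 residual degree of freedom, they were 8, 214 and 162. Without the day 2 pair they were 0, 0 and 0, and without the day 3 pair 0, 1 and 0. With the sex of the animals as a further factor, a fit chosen after the data were seen that also leaves 1 residual degree of freedom, the counts were 58, 62 and 318. The sexes of the pairs are opposed on days 2 and 4 and alike on day 3. This fit therefore cannot tell sex from a PPCA effect that changes steadily over the days, and its higher counts cannot be put down to sex.

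The 2 genes past the threshold in CD8-gated cells changed the same way on all 3 days. Ifit3 (ENSMUSG00000074896), an interferon-induced gene, was higher under PPCA by a log2 fold change of 2.10 (SE 0.19, adjusted p = 0.043). Its TMM-scaled values were 70.8, 31.1 and 10.3 CPM under PPCA on days 2, 3 and 4, against 12.9, 6.49 and 3.99 CPM under vehicle. Rps15 (ENSMUSG00000063457), which encodes a ribosomal protein, was lower by -0.94 (SE 0.094, adjusted p = 0.043), at 1011, 2039 and 1232 CPM against 1914, 4010 and 2352 CPM. Ribosomal protein genes have processed copies elsewhere in the genome, and how reads shared with such copies were counted is not stated. In CD4-gated cells the log2 fold changes were similar, 2.23 for Ifit3 (SE 0.49, edgeR adjusted p = 0.481) and -0.86 for Rps15 (SE 0.095, edgeR adjusted p = 0.146). Over all T cells they were 2.20 and -0.90. On day 4 the log2 ratio of Ifit3 was 0.17 in CD4-gated and 1.27 in CD8-gated cells. The calls therefore do not show a change limited to CD8-gated cells. Rps15 also differed between the 2 untreated libraries, with a log2 ratio of active to onset of 0.74 over all T cells. In CD8-gated cells the same 2 genes were called by limma-voom and DESeq2, and neither was called without doublet removal, without the harvest day as a block (log2 fold changes 2.28 and -0.95 with no replicate block), or after leaving out the day 2 or the day 3 pair (log2 fold changes of Ifit3 1.88 and 1.99, of Rps15 -0.96 and -0.93).

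**Figure D2:**
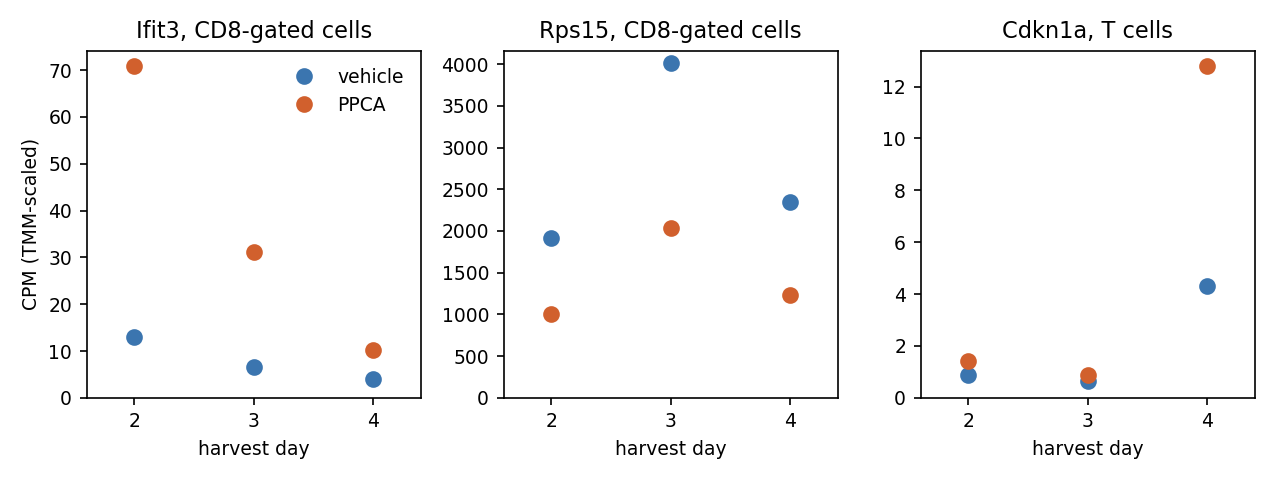
CPM, scaled by TMM, of Ifit3 and Rps15 in CD8-gated cells and of Cdkn1a in all T cells, with 1 point per library for vehicle and PPCA at each harvest day and axes from 0. Ifit3 was higher and Rps15 lower under PPCA on each of the 3 days, and Cdkn1a reached 12.8 CPM in the PPCA library of day 4 against 4.29 CPM in the vehicle library of that day.

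Genes of the p53 pathway address whether a response to the drugs could be seen in transcripts at harvest. Cdkn1a (ENSMUSG00000023067), which encodes a cell cycle inhibitor, had a log2 fold change of 1.02 (SE 0.27, edgeR adjusted p = 0.546) in T cells and was higher under PPCA on all 3 days. Its TMM-scaled levels were low, at 1.42, 0.88 and 12.8 CPM under PPCA against 0.87, 0.64 and 4.29 CPM under vehicle. Leaving out the day 4 pair lowered its log2 fold change to 0.59. Without a low-count filter its adjusted p in edgeR was 0.031, and over the alternatives it ranged from 0.031 to 1.00. Mdm2 (ENSMUSG00000020184) had a log2 fold change of 0.066 (SE 0.089, adjusted p = 0.876) and Ccng1 (ENSMUSG00000020326) of -0.12 (SE 0.12, adjusted p = 0.813). Neither moved the same way on all 3 days. Mki67 (ENSMUSG00000031004), a marker of dividing cells, had a log2 fold change of -0.59 (SE 0.36, adjusted p = 0.701) and averaged 2.95 CPM. Its log2 ratios were -0.016, -1.46 and -0.086 on days 2, 3 and 4, and without the day 3 pair the log2 fold change was -0.064. Trp53 (ENSMUSG00000059552) changed by -0.020 (SE 0.12, adjusted p = 0.974) and Wee1 (ENSMUSG00000031016) by 0.016 (SE 0.21, adjusted p = 0.988). These 2 transcripts do not measure the activity of the proteins, so they do not show whether the drugs reached their targets. Of the 6 genes named in this paragraph none was past the threshold in edgeR's main test, over all genes tested or, for the 4 list members, adjusted over the list alone.

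Lists of genes were compared next. The median log2 fold change over the 9 tested genes of the interferon response list was 1.05 in T cells, with 8 genes higher under PPCA. The checkpoint receptor and exhaustion list had a median of 0.72 (8 of 9 genes higher), the effector list 0.57 (12 of 13) and the regulatory T cell list 0.27 (7 of 7). The cell cycle list had a median of -0.27, with 3 of 19 genes higher. By camera, a competitive set test with a preset correlation of 0.01 between genes, these 5 lists passed the adjusted threshold of 0.05, with adjusted p from 6.78e-19 for the interferon response list to 0.000183 for the regulatory T cell list. None of the 5 held under fry, a self-contained test that estimates the correlation from the libraries, where the smallest adjusted p among the 8 lists was 0.135, that of the p53 target list. In CD4-gated and CD8-gated cells no camera call held under fry either, with smallest fry adjusted p of 0.393 and 0.236. In CD4-gated cells the dissociation and early response list had a median of -0.18 and a mean of 0.036, which differ in sign. The p53 target list had a median of 0.066 (12 of 19 genes higher, camera adjusted p = 0.0932), and 0.099 in CD4-gated cells (12 of 18, adjusted p = 0.0661). The naive and memory list had a median of -0.081 (2 of 8 higher, adjusted p = 0.314), and the dissociation and early response list -0.24 (3 of 10 higher, adjusted p = 0.115). Over all genes tested 0 members of any list were past the threshold in T cells. Adjusted over the list alone, 7 interferon response and 6 checkpoint receptor genes were past it, and 0 genes of the 6 other lists. In CD4-gated cells these were 7 interferon response, 4 checkpoint receptor, 3 cell cycle and 3 effector genes. In CD8-gated cells they were 7 interferon response, 4 checkpoint receptor, 6 effector, 1 regulatory T cell and 1 dissociation and early response genes. In T cells the alternative that moved the interferon response median most was leaving out the day 4 pair, which raised it to 1.465. Leaving out the day 2 pair lowered it to 0.66. Leaving out the day 4 pair lowered the effector median to 0.15 (camera adjusted p = 0.0698), and leaving out the day 2 pair lowered the regulatory T cell median to 0.10 (adjusted p = 0.061). The dissociation and early response median changed sign to 0.10 without the day 2 pair.

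The days were also set side by side without a test, since each day had 1 library per arm. Percentiles here compare the median of a list with 10000 random lists of the same size matched on mean expression and describe these libraries only. The interferon response list had a median log2 ratio of PPCA to vehicle of 1.93 on day 2, 1.46 on day 3 and 0.37 on day 4, at percentiles 100, 100 and 99.95. The day 4 excess did not hold within the gates, where the median was 0.17 in CD4-gated cells (percentile 91.9) and -0.11 in CD8-gated cells (percentile 13.6). The effector list had medians of 0.53, 0.046 and 1.41 at percentiles 100, 4.23 and 100. In CD4-gated cells they were 0.10, -0.055 and 1.84 at percentiles 79.4, 0.4 and 100, so the day 2 excess did not hold there. In CD8-gated cells they were 0.61, 0.18 and 0.81 at percentiles 100, 49.7 and 100. The checkpoint receptor and exhaustion list had medians of 0.85, 0.29 and 1.08 at percentiles 100, 85.8 and 100. The dissociation and early response list had medians of -1.04, 0.032 and 0.35 at percentiles 0, 5.37 and 99.99. Its day 4 median was 0.53 (percentile 100) in CD4-gated cells and -0.0025 (percentile 69.6) in CD8-gated cells. The p53 target medians of 0.088, 0.20 and 0.061, over 18 genes, lay at percentiles 70.9, 63.2 and 60.8. In CD4-gated cells they were 0.20, 0.20 and 0.31 at percentiles 98.4, 56.5 and 99.8, and in CD8-gated cells 0.050, 0.14 and 0.020 at percentiles 41.9, 20.6 and 40.3. Genes at least 2-fold apart with at least 50 CPM in the higher library numbered 40 on day 2, 7 on day 3 and 29 on day 4. Across 7274 genes averaging at least 10 CPM, the log2 ratios of day 2 and day 3 correlated at 0.281, those of day 2 and day 4 at -0.285 and those of day 3 and day 4 at 0.06. These correlations are across genes, which are not independent replicates.

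**Figure D3:**
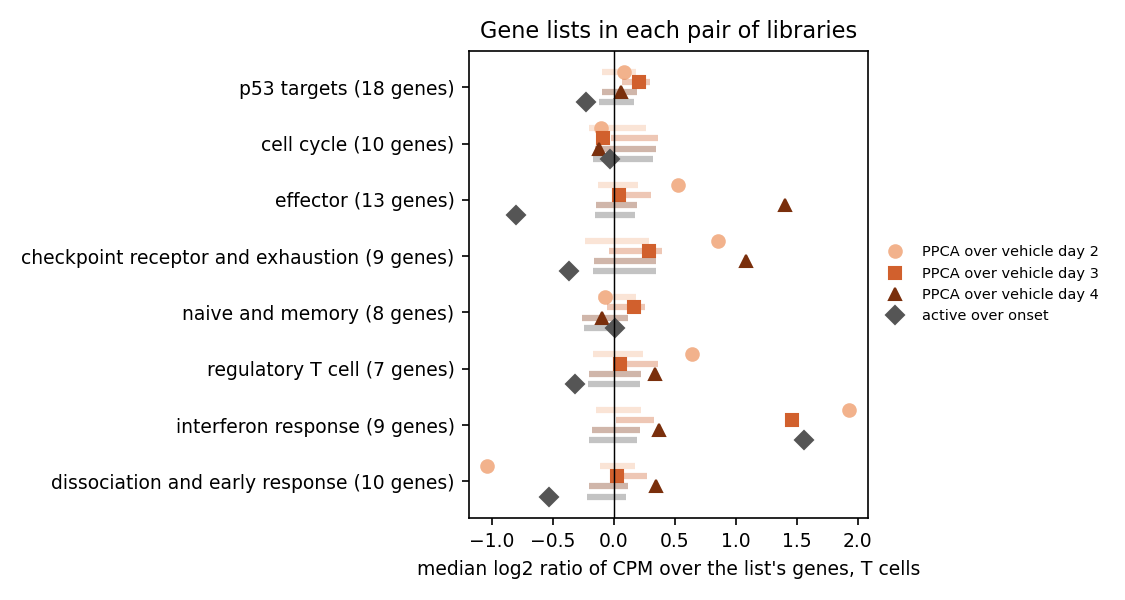
Median log2 ratio of CPM over the genes of each list in T cells, for PPCA over vehicle on days 2, 3 and 4 and for active over onset, with 1 marker per pair of libraries. Pale bars span the central 95% of 10000 random lists matched on expression, and the interferon response list lies to the right of its bar in all 4 pairs, at 1.93, 1.46, 0.37 and 1.56.

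Shares of cells address whether treatment changed the make-up of the T cells. The CD8-gated share is the share of cells with CD8 transcripts and no Cd4 transcript among all cells gated as either, within a sort on CD3 and TCRβ. It was 35.2% (exact Clopper-Pearson 95% interval 33.8 to 36.6), 49.9% (48.7 to 51.0) and 37.1% (36.0 to 38.3) under vehicle on days 2, 3 and 4, and 43.9% (42.6 to 45.2), 51.3% (50.0 to 52.6) and 59.2% (58.0 to 60.3) under PPCA. Such intervals cover counting error only. The mean was 51.5% ± 7.61 (SD, n = 3) under PPCA and 40.7% ± 7.96 (SD, n = 3) under vehicle, a difference of 10.7 percentage points with the same sign on all 3 days. The exact two-sided sign-flip test over the 3 day pairs gave p = 0.25, the smallest it can give. With no replicate block the difference was the same 10.7 points and the exact two-sided permutation test of 3 against 3 libraries gave p = 0.20, where the smallest possible is 0.10. The day 4 pair set much of the size: without it the difference was 5.08 points, and without the day 3 pair 15.4 points. In the untreated libraries the share was 48.3% (47.0 to 49.7) in active and 29.6% (28.5 to 30.7) in onset diabetes.

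Cells with a Foxp3 UMI, the transcription factor of regulatory T cells, were counted among CD4-gated cells thinned to 2000 UMIs each. The share was 3.09%, 3.15% and 1.24% under vehicle and 4.06%, 3.10% and 2.22% under PPCA on days 2, 3 and 4. The background, the share in CD8-gated cells, was between 0.42% and 1.09% in the 8 libraries. Median depths before thinning were 3856 to 6150 UMIs in CD4-gated and 4277 to 7238 UMIs in CD8-gated cells. The PPCA mean of 3.13% ± 0.917 (SD, n = 3) and the vehicle mean of 2.49% ± 1.08 (SD, n = 3) differed by 0.634 percentage points (exact sign-flip p = 0.50). The difference was smaller than the SD within either arm and larger than the SD of the 3 day differences, 0.586. It was higher under PPCA on days 2 and 4 and lower by 0.042 points on day 3. Thinning left out 39, 18 and 22 CD4-gated cells under vehicle and 82, 29 and 89 under PPCA as too shallow. Unthinned shares were 4.96%, 5.00% and 2.16% under vehicle and 6.44%, 4.66% and 3.70% under PPCA. In the active and onset libraries the share was 1.81% and 1.59% after thinning and 3.47% and 3.30% without it.

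Cycling cells, with at least 4 of 20 cell cycle genes detected after thinning to 2000 UMIs, were rare. They were 6 of 6036, 9 of 9471 and 9 of 10702 T cells under vehicle on days 2, 3 and 4, and 6 of 8010, 0 of 7205 and 4 of 11110 under PPCA. The means were 0.0928% under vehicle and 0.037% under PPCA, with PPCA lower on 3 of 3 days (exact sign-flip p = 0.25). With at least 3 of the 20 genes the difference was -0.0289 percentage points and did not share its sign on all days (exact sign-flip p = 0.75). The exact Clopper-Pearson 95% intervals of vehicle and PPCA overlapped on each day. On day 3 they were 0.0435% to 0.18% and 0% to 0.0512%. These intervals cover counting error only, and no test within a day was made. Thinning left out 110, 83 and 117 T cells under vehicle and 269, 134 and 414 under PPCA as too shallow. Without thinning, where deeper cells detect more genes, the shares were 0.749%, 0.586% and 0.712% under vehicle and 0.483%, 0.245% and 0.174% under PPCA.

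**Figure D4:**
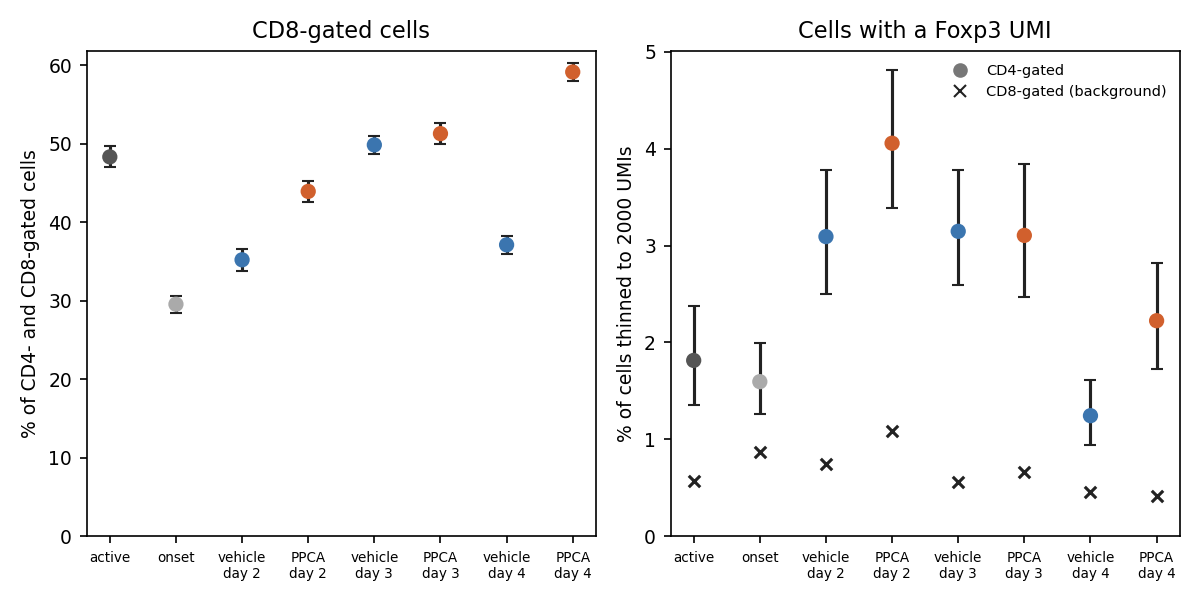
Share of CD8-gated cells among gated cells (left) and share of cells with a Foxp3 UMI after thinning (right) in each of the 8 libraries, in percent, with exact 95% intervals that cover counting error only; crosses give the Foxp3 share in CD8-gated cells. The CD8-gated share ran from 29.6% in onset diabetes to 59.2% in the PPCA library of day 4.

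Unsupervised clustering of the kept cells gave 22 clusters, and in 8 of them over 50% of the cells came from 1 library. Cluster 20 held 60.8% of the vehicle cells and 3.50% of the PPCA cells of day 4, and 93.3% of its cells came from the vehicle library of that day. Cluster 20 gave the largest mean change, -19.2 percentage points. Cluster 21 mirrored it, with 1.37% of the vehicle and 37.3% of the PPCA cells of day 4 (mean change 11.97 points). Frat2, Maff, Dnajb9, Tnfaip3 and Ppp1r15a were among the 10 leading genes of both. The fall of cluster 20 alone therefore does not show a loss of such cells under PPCA. Xist was among the 10 leading genes of cluster 1, and Ddx3y and Kdm5d were among those of cluster 2. A share moved the same way on all 3 days in 5 of the 22 clusters (22.7%), where chance gives 25%. Every sign-flip p was at least 0.25, so 0 clusters passed an adjusted threshold, which 3 days could not have given. With each gene standardised within each library, an alternative chosen after the data were seen, 18 clusters formed, 1 of them had over 50% of its cells from 1 library, and 8 (44.4%) moved the same way on all 3 days. Of the 8, 5 were lower and 3 higher under PPCA. The largest mean change among them was that of the cluster led by Myo10, Pdlim4 and St8sia6, which held 19.7%, 18.02% and 22.9% of the vehicle cells and 13.6%, 17.0% and 16.9% of the PPCA cells. The cluster led by Pdlim4, Igfbp4 and Nacc2 changed by a mean of -3.71 points and the cluster led by Gpm6b, Itgb1 and Tbc1d4 by a mean of 2.42 points, with day differences of 0.209, 0.509 and 6.54 points. The cluster led by Foxp3, Ikzf2 and Il2ra held 5.26%, 5.71% and 3.81% of the vehicle cells and 7.80%, 5.77% and 5.77% of the PPCA cells. The cluster led by Ccl5, Ccl4 and Ccl3 held 6.19%, 3.39% and 3.60% against 9.52%, 3.36% and 10.2%, and was not among the 8, being lower on day 3 by 0.027 points. These values are shares of kept cells within the CD3 and TCRβ sort.

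The authors' deposited table holds 2100 entries of marker genes for 7 named T cell clusters, in which a gene can recur, without a map from cells to clusters. The authors' deposited table gives 702 genes for the cluster named CD8 TRM TEM, led by Ccl5, and 567 for CD4 Treg, led by Ikzf2. All 10 leading genes of the Foxp3-led standardised cluster were among the markers of CD4 Treg in the authors' deposited table, and all 10 of the Ccl5-led cluster were among those of CD8 TRM TEM. The authors' deposited table contains 1 gene of the cell cycle list.

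The active and onset libraries compare established disease with disease onset, without replicates and so without a test or a check between replicates. The Poisson intervals cover counting error only. Of 2762 genes with at least 50 CPM in either library 25 differed by at least 2-fold, 9 higher and 16 lower in active diabetes. The largest log2 ratio of active to onset was that of Ifit1, 2.20, at 58.5 CPM (exact Poisson 95% interval 56.4 to 60.7) against 12.7 CPM (11.7 to 13.7). Ms4a4c followed at 1.67, Isg15 at 1.56, Hnrnpa0 at 1.40 and Rnf213 at 1.16. Fos had the lowest log2 ratio, -1.87, at 119 CPM (116 to 122) against 433 CPM (428 to 439), followed by Ccl4 at -1.80, Hsph1 at -1.68, mt-Atp8 at -1.49 and Gadd45b at -1.44. The interferon response list had a median of 1.56 (percentile 100), with 9 of 9 genes higher in active diabetes. The effector list had a median of -0.80 (percentile 0) and the p53 target list -0.22 (percentile 0.04). A minimum of 20 CPM in place of 50 gave 47 genes.

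RNA of other pancreatic cells was measured by a list of 12 exocrine and endocrine genes, 10 of which passed the low-count filter. The list summed to 14.1 and 27.1 CPM of the T cells in the active and onset libraries, to 84.2, 135 and 96.6 CPM under vehicle on days 2, 3 and 4 and to 117, 183 and 107 CPM under PPCA. The median log2 fold change of the list under PPCA was 0.29, with 8 of 10 genes higher, 0 past the threshold over all genes tested and 1 when adjusted over the list alone. It was 0.52 in CD4-gated cells (9 of 10 higher) and 0.066 in CD8-gated cells (5 of 10). The gates went opposite ways on each day. On days 2, 3 and 4 the median log2 ratios were -0.33, 1.31 and 0.56 in CD4-gated and 2.05, -0.36 and -0.71 in CD8-gated cells. The insulin genes Ins1 and Ins2 together gave between 4 and 37 UMIs per library, the most in the PPCA library of day 3.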

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

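The tests of sex-linked transcripts and of the early response list in this part were chosen only after the results were seen.

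Transcripts of the Y chromosome were present in 4 libraries although the labels describe female mice. The summed Ddx3y, Eif2s3y, Kdm5d and Uty stood at 251 CPM (vehicle, day 2), 186 CPM (vehicle, day 3), 232 CPM (PPCA, day 3) and 273 CPM (PPCA, day 4). Each of the 4 genes was present in each of these libraries, with a lowest value of 21.4 CPM. A mixture of male and female cells would bring Xist at the share of female cells, and the highest Xist value in these libraries was 0.77 CPM. Reads of the X-linked homologues would give counts in every library, and the highest sum in the other 4 libraries was 0.19 CPM. Male animals are a candidate explanation that has the values it needs. A library exchanged with one from outside the series stays open, since at least 98.75% of the kept cells of each of these libraries passed the T cell gate, which either would give. Sex is thus crossed with treatment in opposite directions on days 2 and 4, and a comparison of PPCA with vehicle on either day alone holds the sex difference too.

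The dissociation and early response list had medians of opposite sign on different days in T cells. The median log2 ratio of PPCA to vehicle was -1.04 on day 2 and 0.35 on day 4. In CD4-gated cells the medians were -0.99 and 0.53. In CD8-gated cells they were -1.05 and -0.0025, so the median did not turn positive there, though some genes reversed. By TMM-scaled ratios Junb went from -1.10 to 1.02, Ier2 from -0.32 to 0.57, Dusp1 from -1.10 to 0.46 and Jun from -2.78 to 0.39. Egr1, Fos, Fosb and Zfp36 stayed negative, at -0.12, -0.019, -0.34 and -0.013 on day 4. Over all T cells the list did not move as 1 group. Hspa1a (4.11 on day 2 and -1.22 on day 4) and Hspa1b (3.15 and -0.88) went the other way on both days. The difference between the days was not tested, since each day has 1 library per arm. The sign follows the sexes of the pairs, so a sex difference between the libraries could contribute. Against it as the whole cause, the active and onset libraries, both without Y-linked transcripts, differed by -0.53. That pair differs in disease stage as well, so the sex difference, an effect of PPCA that changes with time and differences in tissue handling all stay open.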

How the results depend on the processing

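The alternatives with sex as a further factor and with genes standardised within libraries, and the tests on them, were chosen only after the results were seen. For the results listed here as changed, the cause was not tested unless stated.

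The counts of genes changed by PPCA were the least stable results. In T, CD4-gated and CD8-gated cells they were 0, 0 and 2. They were 68, 34 and 41 by DESeq2, 133, 218 and 203 without a low-count filter and 58, 62 and 318 with sex as a further factor. The fit with sex cannot tell sex from a steady change of the PPCA effect over the days. Leaving out 1 day pair gave 0 to 8, 0 to 214 and 0 to 162, with the highest count in each class without the day 4 pair. In CD8-gated cells the count was 0 with no replicate block and 0 with no doublet removal. DESeq2 size factors, limma-voom, the looser cell filter and leaving out segment and pancreas genes gave 0, 0 and 2. The 2 genes called in CD8-gated cells were among the calls of DESeq2, limma-voom, the unfiltered fit, the fit without the day 4 pair and the fit with sex. Adjusted p over the alternatives ranged from 1.66e-26 to 1.00 for Ifit3 and from 4.76e-15 to 1.00 for Rps15.

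Of the lists in T cells, the cell cycle, checkpoint receptor, interferon response and naive and memory lists kept their direction and their side of the camera threshold under all 14 alternatives. Over the fits leaving out a day the interferon response median ranged from 0.66 to 1.465, the cell cycle median from -0.46 to -0.19, the checkpoint receptor median from 0.54 to 0.86 and the naive and memory median from -0.15 to -0.064. The effector median was 0.15 to 0.95 over the fits leaving out a day, not past the threshold without the day 4 pair, and the regulatory T cell median 0.10 to 0.49, not past it without the day 2 pair. The p53 target median was 0.066 and past the threshold without a low-count filter, and -0.0027 to 0.078 leaving out a day, with the change of sign without the day 3 pair. By fry, adjusted p of the p53 target list was 0.135, and it was past the threshold by limma-voom (0.0362) and with no doublet removal (0.0274), and in CD8-gated cells with classes from clusters (0.0283). No other list was past the threshold by fry in any fit, and fry was not run with DESeq2. In CD4-gated cells its camera adjusted p was 0.0661, and past the threshold by limma-voom (0.0118), without a low-count filter (0.0213), with no doublet removal (0.0423) and without the day 3 pair (0.0316). The dissociation and early response median was -0.24 and past the threshold without a low-count filter, -0.34 and past it in CD8-gated cells, 0.066 with no replicate block, and -0.65 to 0.10 leaving out a day, positive without the day 2 pair and past the threshold without the day 4 pair. With sex as a further factor it was -0.24 and past the threshold by camera (adjusted p = 4.14e-05) and not by fry (0.304), and the 7 other lists kept their direction and side. Camera calls within the gated cells were less stable. In CD4-gated cells without the day 4 pair the effector median reversed to -0.075 (adjusted p = 0.239), from 0.51 (8.71e-05) in the main fit. The dissociation and early response list was past the threshold there, with a median of -0.64 (adjusted p = 0.000141). With classes from clusters, the checkpoint receptor list was not past the threshold in CD4 cells (4 genes, adjusted p = 0.111), nor were the cell cycle (0.147) and regulatory T cell (0.0862) lists in CD8 cells.

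Among the named genes, some log2 fold changes reversed when a day was left out, and the cause was not tested. Mdm2 ranged from -0.0027 (without the day 3 pair) to 0.12, Ccng1 from -0.25 to 0.042 (without the day 4 pair), Trp53 from -0.13 to 0.14 (without the day 4 pair) and Wee1 from -0.12 (without the day 2 pair) to 0.15. Trp53 was 0.0006 with no replicate block. In T cells Mki67 kept its sign and ranged from -0.92 (without the day 2 pair) to -0.064 (without the day 3 pair). Its sign differed between the gates, at -1.32 (SE 0.42) in CD4-gated and 0.058 (SE 0.35) in CD8-gated cells.

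The differences in the CD8-gated, cycling and Foxp3 shares kept their sign under all alternatives, with ranges of 5.08 to 15.4, -0.381 to -0.0289 and 0.461 to 0.972 percentage points. With at least 3 of the 20 cell cycle genes, where the cycling difference was -0.0289 points, exact sign-flip p rose from 0.25 to 0.75. No p of 3 day pairs can pass the threshold, so this says nothing about a call. The share of clusters moving the same way on all days was 22.7%, and 42.9% at resolution 0.5, 44.4% with standardised genes and 36.4% to 59.1% leaving out a day, where chance rises by construction because fewer days must share a sign. The number of genes apart between active and onset was 25, and 47 with a minimum of 20 CPM, which admits more genes by construction. Depth limits the cycling share, with 0 to 9 cells per library after thinning, and so does the number of days.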

Other observations

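The tests of ribosomal protein transcripts against the untreated libraries, of untreated differences in the interferon response list and the CD8-gated share, of day 4, and of sex as a source of the differences between days were chosen only after the results were seen.

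The count of genes in each class was compared with the other splits of the 6 libraries into groups of 3. In T and CD4-gated cells the real count was 0, so 10 of 10 and 10 of 10 splits gave at least as many genes by construction, and the comparison says nothing there. In CD8-gated cells 3 of 10 splits gave at least 2 genes, and other splits gave up to 8. Of the 4 splits that part each day, as the real one does, 1 gave as many in CD8-gated cells, the real one. The other 6 splits place both libraries of a day in 1 group. With harvest day in the fit, each of these 6 rests on the PPCA and vehicle libraries of 1 day. They therefore hold the treatment contrast of that day and give no chance count, and the count of 8 came from the day 2 libraries. With only 4 splits that part each day, chance cannot be excluded for the 2 genes in CD8-gated cells.

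Ribosomal protein transcripts differed between the arms gene by gene in a pattern that recurred over the days, with Rps15 lower (mean log2 ratio -0.82) and Rpl29 higher (0.48). Across 74 such genes with a mean of at least 300.0 CPM in T cells, the log2 ratios of PPCA to vehicle correlated between days at 0.692, 0.792 and 0.845. These correlations are across genes, which are not independent replicates. A PPCA effect as the whole cause is argued against by the untreated pair, since the mean ratios correlated at -0.907 with the log2 ratios of active to onset, with a similar spread (SD 0.251 and 0.241). Fewer UMIs per cell are argued against for Rps15, the only gene compared at equal UMIs. It fell by 0.767 on the log2 scale in CD8-gated cells of 4000 to 5000 UMIs, and by 0.857 in all of them. Cell size was read from the log2 ratios of low to high UMI cells within a library. These correlated with the PPCA ratios at 0.168 to 0.515 across genes in the 8 libraries (median 0.391). Their median slope on the PPCA ratios was 0.137, too small to account for them in full, so a part from cell size stays open. The GC content (Spearman 0.145, bootstrap interval -0.103 to 0.37) and the length of the transcripts (-0.226, -0.46 to 0.037) were weakly related to the ratios. A difference between libraries that treatment alone does not set may underlie the pattern, and its source was not tested. Median UMIs per kept cell were lower under PPCA on each day and higher in active (6474) than in onset diabetes (4957). Mitochondrial UMIs were 2.05%, 3.1% and 2.46% under PPCA on days 2, 3 and 4 against 2.74%, 4.57% and 2.78% under vehicle. They were 4.18% in active and 3.7% in onset diabetes. The comparisons by UMIs set cells side by side, so they cannot argue against a difference between whole libraries.

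The interferon response list was higher under PPCA on days 2 and 3. The untreated active and onset libraries differed by 1.56 over the same list, so a difference that PPCA does not set can be as large. That pair holds 1 library per disease stage, so it does not measure the spread between like animals. The sex difference of the day 2 pair is argued against by day 3, where both libraries carried Y-linked transcripts and the median was 1.46. An effect of PPCA and differences between animals remain open.

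The day 4 libraries stood apart from the other 6 in early response transcripts, with a median log2 difference of 1.17. Of the 10 genes 7 were highest in both of them, where chance gives 3.57% per gene for 2 libraries named in advance. These libraries were picked after the values were seen, and the genes are not independent, so the chance value tests nothing here. The heat shock genes Hspa1a and Hspa1b of the same list went the other way, by -2.12 and -1.25. Sex is argued against, since Y-linked transcripts summed to 273 CPM in the PPCA library and to under 1 CPM in the vehicle library of that day. Tissue handling on the harvest day could give such a difference, and it cannot be told apart from the harvest day itself.

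PPCA cells had fewer UMIs on each day. A larger share of CD8-gated cells is argued against, because CD4-gated cells alone differed by -0.29 on the log2 scale. Division of the sequenced UMIs over more barcodes might contribute on some days, but on day 3 the PPCA library had 0.714 times the barcodes of the vehicle library. The totals sequenced per library differ too, so this stays open.

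The CD8-gated share was higher under PPCA on each day. UMIs per cell are argued against, since the difference was 9.22 percentage points among cells thinned to the same depth. The untreated active and onset libraries differed by 18.8 points, so a difference as large can arise without PPCA. That pair differs in disease stage as well, with 1 library each, so it does not measure the spread between like animals. Differences between animals that no treatment sets and an effect of PPCA both stay open.

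Across genes the ratios of PPCA to vehicle on day 2 and day 4 were opposed, with a correlation of -0.285. The sexes of these pairs are opposed too and could contribute. Day 3, with libraries of 1 sex, correlated with day 2 at 0.281 and with day 4 at 0.06, which leaves the sex difference and a treatment effect that changes with time open.

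The authors' deposited table lists Xist as a marker of the CD8 TRM TEM cluster with a log2 fold change of 0.66, detected in 44.3% of its cells.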
